A study of Mus musculus with 112 samples. Its data were reported in "NRF2 loss recapitulates heritable impacts of paternal cigarette smoke exposure" (2020).

How the data were processed

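DNA methylation (DNAme) was measured by reduced representation bisulfite sequencing (RRBS) in mouse sperm and prefrontal cortex. In RRBS, genomic DNA is cut with restriction enzymes that favour CpG-rich sequence, and bisulfite then converts unmethylated cytosines so that they are read as thymine. The 112 libraries belonged to 13 groups by their labels. F0 sperm came from unexposed wild type (WT) males (control WT, n = 10), males exposed to cigarette smoke (CS; smoked WT, n = 9), CS-exposed males kept for 3 successive lengths of time after exposure (recovery 1, n = 9; recovery 2, n = 10; recovery 3, n = 10), and unexposed or CS-exposed Nrf2-/- males (n = 10 and n = 9). Nrf2-/- mice lack a functional Nfe2l2, the gene of the transcription factor NRF2, which drives the cellular defence against oxidative stress. F1 sperm came from sons of control WT sires (n = 6) and of smoked WT sires (n = 7). F1 brain came from sons of control WT, smoked WT, control Nrf2-/- and smoked Nrf2-/- sires (n = 8 each). By the breeding the study describes, sons of Nrf2-/- sires carry a single targeted allele, and all sons have a mother of the CAST/EiJ strain.

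The authors aligned the reads to the mouse mm10 build (GRCm38) with the Bismark pipeline, and each deposited table held 1 group, with a column of methylation percent per library. A methylation percent is the share of reads at a cytosine that stayed unconverted. Every position was a cytosine of a CpG on the reference: of 3853391 positions with a value in F0 sperm, 1925609 lay on the forward strand and 1927782 on the reverse strand, so that both strands of a CpG were separate positions. Of the 2224819 positions in F1 sperm and the 2514705 in F1 brain, 0 lay outside a CpG. The Bismark version and the read minimum behind a deposited percent are not stated. No read counts stood beside the percents, so the depth behind each value is unknown, and no interval that needs it is given. A percent from few reads takes few possible values and has a larger error, which enters here only through the spread between libraries. Sons carry CAST/EiJ sequence on 1 allele, and a cytosine that this strain lacks is read against a reference of another strain, so a brain or F1 sperm percent can mix sequence and methylation. A heading gave each column a facility library number that matches no sample label. The columns were therefore assigned to groups and named by their order in the table ("control WT brain column 6"), with no replicate number. A sample of control WT F1 brain has WT in its title but an Nrf2-/- strain in another label. It was assigned by its title, and which column holds it is unknown. All columns of values were used (0 unused columns).

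The number of positions with a value stood in for the depth of a library. It ranged from 800578 to 1673284 in control WT F0 sperm and from 955186 to 1855546 in smoked WT F0 sperm. Recovery groups 1, 2 and 3 spanned 1031260 to 1438528, 1139958 to 1509058, and 992073 to 1292371. Control and smoked Nrf2-/- F0 sperm spanned 966374 to 1718943 and 901592 to 1547591. F1 sperm was the sparsest, with 510212 to 1365744 positions in sons of control sires and 516240 to 1429060 in sons of smoked sires. The brain libraries spanned 1474107 to 1588194 (control WT), 1332684 to 1624534 (smoked WT), 1343865 to 1626895 (control Nrf2-/-) and 1356432 to 1711088 (smoked Nrf2-/-).

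A cytosine was scoreable when at least 4 libraries of every group of its tissue and generation had a value, on the autosomes, X and Y. That left 1023708 cytosines in F0 sperm, 517958 in F1 sperm and 1390836 in F1 brain. Scoreable cytosines at most 100 bp from their neighbour were joined, since the study's methods state no joining distance. A region needed at least 3 cytosines and a length above 50 bp, which gave 62831 regions in F0 sperm, 33449 in F1 sperm and 80920 in F1 brain, with a median of 6, 5 and 6 cytosines.

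Comparisons were made in 2 ways. The first took its thresholds of change from the study's methods. It departs from them in several ways. No read minimum per cytosine could be applied without read counts, a value was asked for in every group and not only in some replicates, the joining distance was chosen here, and each strand of a CpG counted as a cytosine of its own. A region was a differentially methylated region (DMR) when at least 33.3% of its cytosines changed by more than 5 percentage points between the group means and its mean change also exceeded 5 points. This rule by size has no test and takes no account of the spread between libraries. To show what it calls without a group difference, the libraries of both groups were split anew into groups of the same sizes, and 100 splits in all were counted, the real one included. The second way added the replicate error. Each library received a region value, adjusted for which of the region's cytosines had a value in that library (at least 50% of them had to), and limma 3.58.1 (R 4.3.3) fitted the group means over all groups of a tissue and generation together. Its moderated test used a variance trend and robust estimation. Benjamini-Hochberg (BH) adjustment ran over all regions of a comparison, with a threshold of 0.05. An adjusted region value can fall slightly outside 0 to 100. The 12 comparisons were 7 in F0 sperm, 1 in F1 sperm and 4 in F1 brain, and the interaction of smoke and genotype was fitted in each tissue that had both genotypes. limma counts were set against 100 splits in the same way. Libraries with neighbouring numbers formed sets that held libraries of several groups, so DMR counts of 6 comparisons were also set against 100 splits that exchanged libraries only within these sets.

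Single values per library, such as mean DNAme, were compared with two-sided permutation tests, exact where a group had fewer than 10 libraries and with 100000 permutations otherwise. BH adjustment of these ran over the 12 comparisons of a measure. Correlations are Pearson correlations across regions, which are not independent replicates. Where the same control libraries entered both changes, 100 sets of unchanged groups were simulated by dealing the libraries' deviations from their group means out again to groups of the same sizes. The 2 changes were also computed against 2 disjoint random sets of control libraries in 50 draws. Imprinted promoters served as a measure of cells other than sperm: cytosines within 1000 bp of the start of 11 genes methylated on the maternal allele in somatic cells (Peg3, Snrpn, Mest, Peg10, Plagl1, Nnat, Impact, Kcnq1ot1, Zrsr1, Nap1l5 and Peg13), of which those with scoreable cytosines were used. GENCODE mouse annotation release 21 gave genes, exons and distances. Other computations used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.

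Before the data were examined, the comparisons, tests, processing alternatives and the rule for named regions were fixed, except as stated here and after the report. The counts of other splits were chosen only after the results were seen, except those of the 2 interactions. For each comparison, up to 3 regions are named: those with the largest mean change among regions that were DMRs and also passed the adjusted p threshold in limma. Where no region met both, the region with the smallest limma p is named and said to fail 1 or both criteria. Nfe2l2 is named as the targeted gene. Counts of libraries that were lower or higher at a named region are those beyond the mean of the other group, so the groups can still overlap. The alternatives were a change of 10 points, regions of at least 5 cytosines, a joining distance of 300 bp, a value in at least 6 libraries per group, autosomes only, M values (the log2 ratio of methylated to unmethylated percent with 1 point added to each), plain region means, limma array weights, only the 2 groups compared in the fit, Spearman correlations, all regions in place of DMRs, disjoint control libraries for the 2 changes, other measures of spread and overlap, and leaving out each library in turn. After the data were seen, 5 more were added: merged strands, a block of neighbouring library numbers, the imprinted level as a covariate in brain, means over cytosines with a value in every library, and leaving out libraries in the ratios of spread. Their effect is given after the report.

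Both ways of calling were tested on simulated data, in which 200 regions per size were changed by 10 or 20 points in otherwise unchanged groups. The changed regions were drawn only from those with a control mean between 25% and 75%, where libraries differ more. In control WT F0 sperm, the median SD between libraries was 7.16 points in regions of 25% to 75%, against 1.80 over all regions. In F0 sperm (61945 regions), limma recovered 34% and 70% of them and called 6 unchanged regions. In F1 brain (80031 regions), it recovered 17.5% and 61% and called 3 unchanged regions. F1 sperm (32061 regions) gave 0% and 8% with 0 unchanged regions called, so that even 20-point changes in such regions went mostly undetected there. Recovery in regions nearer 0% or 100% was not tested. The rule by size recovered 88.5% and 100% in F0 sperm, 83% and 100% in F1 sperm, and 84.5% and 99% in F1 brain. It also called 1351, 1711 and 6519 unchanged regions in these 3 tests.

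The most similar pair of libraries within a tissue correlated at 0.998 in F0 sperm, 0.992 in F1 sperm and 0.993 in F1 brain over regions, and no pair was identical. Gene expression data of the study are not analysed here.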

Results

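DNAme was profiled in 112 libraries of sperm and prefrontal cortex to ask whether CS exposure changes the sperm methylome, whether such changes recede once exposure ends, whether they appear in sons, and whether loss of NRF2 gives similar changes. Each library is a single animal by its labels. Mean DNAme over scoreable cytosines was 36.04% ± 2.31 (SD, n = 10) in control WT F0 sperm, 35.4% ± 2.31 (n = 9) in smoked WT, 36.1% ± 1.17 (n = 9) in recovery 1, 35.1% ± 1.32 (n = 10) in recovery 2 and 36.1% ± 0.952 (n = 10) in recovery 3. Control and smoked Nrf2-/- F0 sperm had 36.8% ± 1.502 (n = 10) and 36.1% ± 2.11 (n = 9). F1 sperm had 40.8% ± 2.82 (n = 6) in sons of control WT sires and 41.2% ± 2.71 (n = 7) in sons of smoked WT sires. These levels are not comparable across tissues, since each tissue and generation has its own set of scoreable cytosines. In F1 brain the means were 35.4% ± 0.811 (control WT sires), 35.9% ± 2.22 (smoked WT), 35.99% ± 0.593 (control Nrf2-/-) and 34.3% ± 1.99 (smoked Nrf2-/-), with n = 8 each. The read depth behind these percents is unknown.

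**Figure D1:**
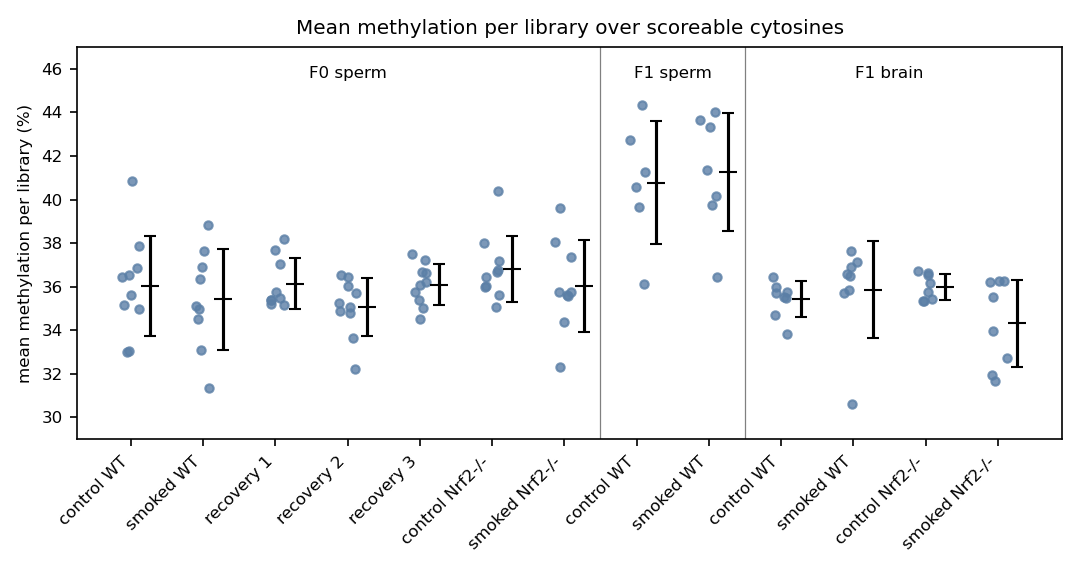
Mean methylation per library in percent (y axis) over the scoreable cytosines of its tissue and generation, for the 13 groups (x axis). Each point is a library, and the bars beside the points give the group mean ± SD; smoked WT F1 brain holds 1 library at 30.6%, below the other libraries of its group at 35.7% to 37.6%.

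The targeted gene was examined first, since it tests the labels of the Nrf2-/- libraries. Nfe2l2 lies on the minus strand of chromosome 2, from 75675513 to 75704641 (mm10). 6 of its cytosines had a value in all 48 WT F0 sperm libraries. Of these, 4 had a value in 0 of the 19 Nrf2-/- F0 sperm libraries. They lie between 75676209 and 75676369, within 161 bp of coding sequence in exon 5 of the transcript Nfe2l2-201. The other 2, at 75679351 and 75679375, had a value in all 19. In F1 brain, 3 of the 4 cytosines had a value in all 16 libraries of Nrf2-/- sires and the remaining 1 in 15 of them. The Nrf2-/- labels of the F0 sperm libraries thus held at this gene in 19 of 19 libraries. The WT labels were not tested, since the cytosines were chosen for a value in every WT library.

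Mean DNAme was compared in the 12 planned comparisons. In F0 sperm, smoked WT differed from control WT by -0.624 points (exact permutation p = 0.565, BH 0.969), well within the spread between libraries. The other 6 differences in F0 sperm lay between -0.981 and 0.781 points, with permutation p of at least 0.267. In F1 sperm the difference was 0.471 points (exact permutation p = 0.763, BH 0.990). In F1 brain, sons of smoked Nrf2-/- sires were lower than sons of control Nrf2-/- sires, with a difference of -1.68 points (exact permutation p = 0.0465), which failed adjustment over the 12 comparisons (BH 0.558). The other brain differences were 0.439 points (smoked against control WT sires, exact permutation p = 0.684), 0.563 points (control Nrf2-/- against control WT, p = 0.135) and -1.11 points (smoked Nrf2-/- against control WT, p = 0.169). Sons of smoked WT sires include column 8 at 30.6%, below every control WT library (33.8% to 36.5%). The difference was not tested without column 8, so a shift in the rest of that group is not excluded. The difference of the smoke changes between genotypes was -0.145 points in F0 sperm (permutation p = 0.914) and -2.11 points in brain (permutation p = 0.0663). Over all cytosines with a value in the library, the brain differences of smoked Nrf2-/- sires grew most in points. Against control Nrf2-/- sires the difference was -3.59 points (34.8% ± 4.18 against 38.3% ± 1.25, exact permutation p = 0.0345, BH 0.414). Against control WT sires it was -2.99 points (exact permutation p = 0.0940, BH 0.503). Only means over the 861516 cytosines with a value in every brain library, an alternative chosen after the data were seen, changed which differences passed. They gave 31.5% ± 0.275 (control Nrf2-/-) against 31.02% ± 0.244 (control WT), a difference of 0.480 points (exact permutation p = 0.00342, BH 0.0205), and -0.612 points for smoked against control Nrf2-/- sires (exact permutation p = 0.00295, BH 0.0205).

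The next question was which regions changed in F0 sperm with CS exposure. Of 1023708 scoreable cytosines, 101113 (9.88%) differed by more than 5 points between smoked WT and control WT. The rule by size called 1642 DMRs among 62831 regions, 429 higher and 1213 lower. Random splits of the same 19 libraries gave a median of 1709 DMRs (range 1365 to 2628), and 58 of the 100 splits gave at least as many as the real groups. As a ratio, the change threshold moved this count most, to 190 DMRs at 10 points. In number, joining up to 300 bp did, with 4272. limma, which adds the spread between libraries, called 1 of 62828 regions, and 2516 had an unadjusted p below 0.05. 25 of 100 splits gave at least as many calls, and 91 gave as many regions at the unadjusted p. The count was 2 without control WT column 7, and 0 without smoked WT column 3, with array weights, with a 300 bp joining distance and in a fit of the 2 groups alone. The called region lies on chromosome 17, 44105367 to 44105500, in an intron of Enpp4, 309 bp from its transcription start. Its DNAme was 2.80% ± 2.15 (SD, n = 8) in smoked WT and 0.196% ± 0.239 (n = 10) in control WT, a change of 2.60 points (limma adjusted p = 0.00893) that was in the same direction in 8 of 8 libraries. It changed by too little to be a DMR, and its adjusted p ranged from 0.00599 to 0.9999 over the alternatives and was 0.105 without smoked WT column 3. It is named for the smallest limma p, since no region met both criteria of the naming rule.

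**Figure D2:**
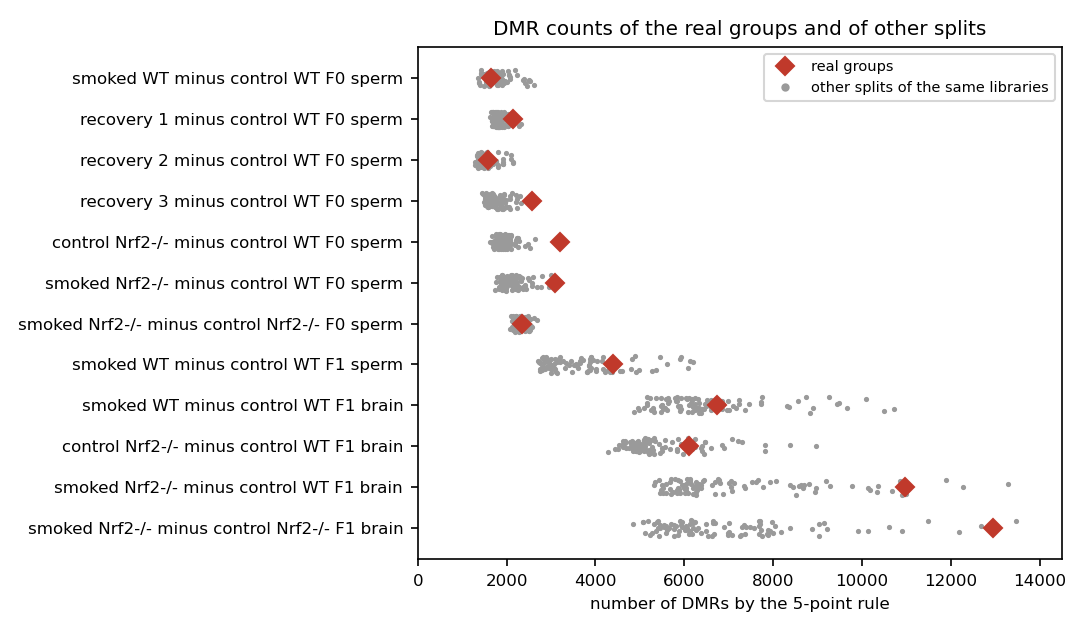
Number of DMRs by the 5-point rule (x axis) in the 12 comparisons (y axis). Diamonds mark the real groups and small points the other splits of the same libraries, up to 99 per comparison; smoked WT lies inside its splits, whereas recovery 3, control Nrf2-/- and smoked Nrf2-/- F0 sperm lie above the other splits drawn for them (2578, 3205 and 3095 DMRs).

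Recovery was examined by comparing sperm of CS-exposed males, taken after increasing intervals without smoke, with the same control WT group. The rule by size called 2137 DMRs in recovery 1, 1588 in recovery 2 and 2578 in recovery 3. As many were called in 6, 28 and 1 of 100 splits. Of the 1642 smoke DMRs, 979 (59.6%) were no longer called in recovery 1, 1082 (65.9%) in recovery 2 and 955 (58.2%) in recovery 3. Simulated unchanged groups that share the same controls lost 66.3%, 66.7% and 66.4% of their DMRs, and as few were lost in 8, 41 and 6 of 100 simulations, so the overall share that recovered was not distinguishable from that of random groupings. With disjoint control libraries for the 2 comparisons, the alternative that moved the shares most, 82.6%, 86.0% and 81.0% were no longer called, against 85.0%, 85.3% and 85.2% in simulated unchanged groups. By control level in recovery 1, 63.3% of the 289 smoke DMRs below 25% DNAme were no longer called (simulated mean 70.6%), 49.4% of the 413 between 25% and 50% (62.4%), 53.2% of the 395 between 50% and 75% (60.9%) and 70.1% of the 545 above 75% (69.8%). As few were lost in 6, 1, 6 and 46 of 100 simulations, a count added after the data were seen. In recovery 2 they were 20, 23, 56 and 62, and in recovery 3 they were 2, 0, 4 and 69, with 41.6% lost between 25% and 50% (simulated mean 62.3%). DMRs between 25% and 50% were thus lost less often than in the simulations in recovery 1 and 3. Of the DMRs that were lower with smoke, 56.7%, 66.8% and 54.4% were no longer called in recovery 1, 2 and 3 (simulated means 68.6%, 67.9% and 67.3%; as few in 6, 44 and 4 simulations). Of those that were higher, it was 67.8%, 63.4% and 68.8% (64.6%, 65.9% and 65.7%; as few in 66, 39 and 63). These counts were not adjusted for the number of classes. The median CpG observed over expected ratio was 0.612 in DMRs no longer called in recovery 1 and 0.617 in those still called. It was 0.619 and 0.602 in recovery 2, and 0.625 and 0.597 in recovery 3. All lay below the 0.729 of all regions.

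limma called 0 regions in recovery 1 (3379 at unadjusted p below 0.05), 2 in recovery 2 (2637) and 25 in recovery 3 (3964, of which 1 called region was higher and 24 were lower). As many were called in 2 of 100 splits for recovery 2 and 1 for recovery 3. At unadjusted p below 0.05, 57, 56 and 12 of 100 splits gave as many regions in recovery 1, 2 and 3. All 25 were also DMRs, and 10 of them passed when recovery 3 was tested directly against smoked WT. The 25 became 1 in a fit of the 2 groups alone, 15 without control WT column 6, and at most 26 with another library left out. Recovery 1 had 3 calls without recovery 1 column 8, and recovery 2 had 5 without recovery 2 column 5. A region on chromosome 6, 93274288 to 93274355, passed in both later groups. It is intergenic, 330796 bp from the start of Adamts9. Its DNAme was 65.9% ± 4.66 (n = 10) in control WT, 64.5% ± 7.49 (n = 9) in smoked WT, 53.8% ± 7.06 (n = 9) in recovery 1, 40.5% ± 5.43 (n = 10) in recovery 2 and 34.1% ± 4.43 (n = 10) in recovery 3. Recovery 2 changed by -25.3 points against control WT (limma adjusted p = 1.81e-07, range over alternatives 5.66e-08 to 2.71e-05) and recovery 3 changed by -31.8 points (adjusted p = 3.06e-11, range 8.04e-13 to 8.36e-08). Each was lower in 10 of 10 libraries and passed without any 1 library. In the Nrf2-/- groups the same region had 53.9% ± 9.22 (n = 10, control) and 53.3% ± 6.52 (n = 9, smoked).

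The other region of recovery 2 lies on chromosome 5, 106431481 to 106431589, intergenic and 26577 bp from the start of Barhl2. It fell from 19.2% ± 3.02 to 10.7% ± 3.12 (limma adjusted p = 0.0177, lower in 10 of 10), and its adjusted p ranged up to 0.265 over the alternatives and to 0.108 without recovery 2 column 9. The other named regions of recovery 3 were intergenic and each rested on fewer libraries. The region 40871 bp from Tmem132d (chromosome 5, 128473948 to 128474030) had 44.5% ± 24.4 (n = 7) against 86.4% ± 11.3 (n = 7), with a limma adjusted p of 0.0158 that reached 0.353 over the alternatives and was 0.0706 without recovery 3 column 4. That 222553 bp from Tmem47 (chromosome X, 80848075 to 80848145) had 7.68% ± 6.21 (n = 6) against 33.97% ± 11.6 (n = 7), with a limma adjusted p of 0.0340 that reached 0.212 and was 0.129 without recovery 3 column 9. Both were lower than the control WT mean in every recovery 3 library with a value, 7 of 7 and 6 of 6. At the Tmem132d region the groups nevertheless overlapped. In recovery 1, the region with the smallest p lies in exon and untranslated sequence of Mier1 (chromosome 4, 103115211 to 103115322) and did not pass. It had 3.01% ± 2.81 (n = 9) against 15.8% ± 6.19 (n = 5), lower in 9 of 9 (limma adjusted p = 0.0715, range 0.0712 to 0.932 over alternatives), and it passed without recovery 1 column 8 or control WT column 4 (lowest 0.00552).

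**Figure D3:**
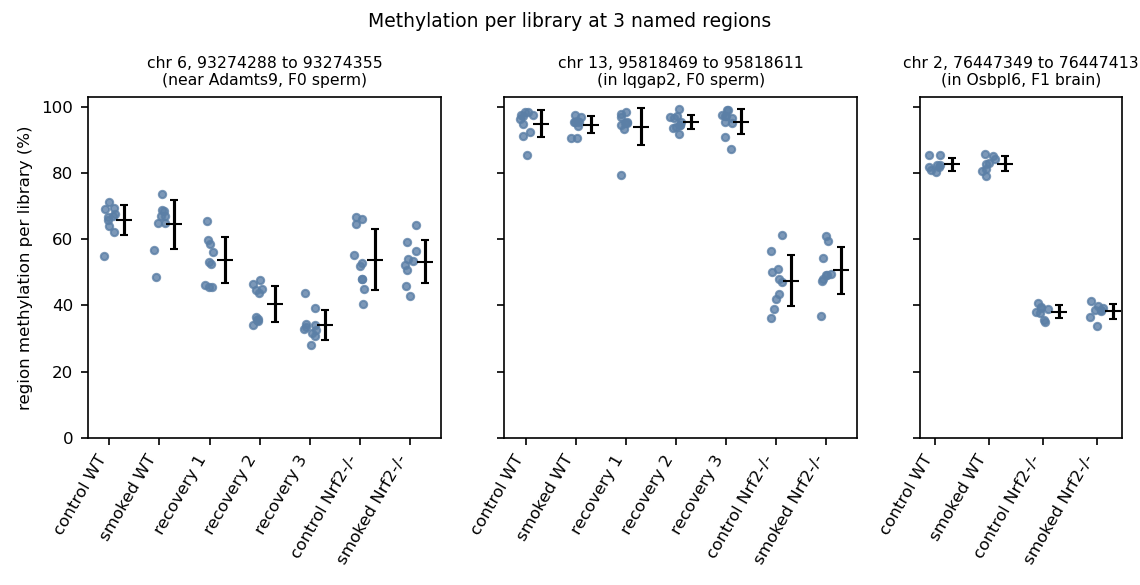
Methylation per library in percent (y axis) at 3 named regions, for the groups of F0 sperm (left and middle) and F1 brain (right). Points are libraries and bars the group mean ± SD; at the chromosome 6 region the recovery 2 and 3 libraries lie at 28.1% to 47.8%, below every control WT library (54.96% to 71.2%), and at the chromosome 2 region the brain libraries of Nrf2-/- sires lie at 33.7% to 41.2%, against 79.3% to 85.8% for WT sires.

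Loss of NRF2 was then compared with control WT in F0 sperm, with and without CS. Control Nrf2-/- sperm had 3205 DMRs (1237 higher, 1968 lower), and smoked Nrf2-/- sperm had 3095 (1161 higher, 1934 lower). Each was more than any of the other 99 splits gave (highest 2641 and 3003). limma called 240 regions (65 higher, 175 lower; 4950 at unadjusted p below 0.05) and 199 regions (76 higher, 123 lower; 4989). The most any other split gave was 24 and 79. Of these, 199 and 166 were also DMRs. The 2 comparisons share the control WT libraries. They had 116 called regions in common, all 116 with the same sign, out of 323 called in either. As a ratio, the counts moved most in a fit of the 2 groups alone, to 113 and 66. Joining up to 300 bp raised them to 380 and 318, and left-out libraries gave 195 to 303 and 157 to 207. All libraries of Nrf2-/- mice carried lower facility numbers (1 to 20) than those of WT mice (21 to 70). A difference between these number runs therefore cannot be told apart from genotype at any single region. Only the excesses of called regions near Nfe2l2 and on chromosomes 13 and 6 could argue against such a source, as given after the report. They do so only if that source acts without regard to position, which was not tested.

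A region in an intron of Iqgap2 (chromosome 13, 95818469 to 95818611) had 95.1% ± 4.18 (n = 10) in control WT and 47.5% ± 7.72 (n = 10) in control Nrf2-/- (limma adjusted p = 3.59e-26, range over alternatives 1.4e-28 to 3.33e-10, lower in 10 of 10). Smoked Nrf2-/- sperm had 50.6% ± 7.19 (n = 9) there, and the other 4 WT groups lay between 94.2% and 95.7%. In coding sequence of Osbpl3 (chromosome 6, 50323081 to 50323163) DNAme was 82.1% ± 8.15 (n = 8) in control WT, 27.5% ± 16.2 (n = 9) in control Nrf2-/- and 32.5% ± 15.5 (n = 8) in smoked Nrf2-/-, lower in 9 of 9 and 8 of 8 libraries (limma adjusted p = 3.87e-09 and 1.54e-07; at most 5.64e-05 and 2.27e-04 over the alternatives). A control Nrf2-/- library there lay at 65.5%, apart from the others at 5% to 32.9%. The region 65135 bp from the start of Cacng5 (chromosome 11, 107849805 to 107849920, intergenic) rose from 2.95% ± 1.91 (n = 10) to 43.1% ± 27.9 (n = 10) in control Nrf2-/-, higher in 8 of 10 libraries (limma adjusted p = 4.6e-05, at most 0.0424 over the alternatives). In smoked Nrf2-/-, coding sequence of Gm11639 (chromosome 11, 105117117 to 105117247) fell from 69.8% ± 10.2 (n = 7) to 24.2% ± 17.05 (n = 7), lower in 7 of 7 (limma adjusted p = 0.00223, at most 0.0277). Control Nrf2-/- sperm had 31.6% ± 27.7 (n = 9) at the Gm11639 region, with 6 of 9 libraries under 50%.

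An intergenic region 33060 bp from the start of Nog (chromosome 11, 89269166 to 89269272) had 95.1% ± 7.30 (n = 8) in control WT, 72.2% ± 41.6 (n = 9) in control Nrf2-/- and 16.9% ± 36.7 (n = 7) in smoked Nrf2-/- sperm. It was lower in 6 of 7 smoked Nrf2-/- libraries than the control WT mean (limma adjusted p = 2.39e-06, at most 0.00751 over the alternatives) and passed without any 1 library. Within the Nrf2-/- groups, 1 control Nog library lay at 61.1%, and the others lay at or below 5.51% or at or above 96.1%.

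Smoke within Nrf2-/- mice gave 2341 DMRs (1158 higher, 1183 lower) against a split median of 2296, with as many in 39 of 100 splits. limma called 4 regions (3635 at unadjusted p below 0.05), and 18 of 100 splits gave as many. All 4 calls depended on the processing, and 0 were left without smoked Nrf2-/- column 3. The Nog region was lower in 6 of 7 smoked than the control mean (limma adjusted p = 0.0317, range 7.14e-04 to 0.940 over alternatives), and passed in 5 of 19 fits with a library left out. An exon of the pseudogene Slc25a5-ps (chromosome 14, 11180515 to 11180648) had 87.7% ± 4.31 (n = 9) against 97.1% ± 2.89 (n = 10), lower in 9 of 9 (limma adjusted p = 0.0317, at most 0.617), and passed in 6 of 19. An intergenic region 45315 bp from Erg (chromosome 16, 95631908 to 95631978) had 90.7% ± 6.22 (n = 8) against 98.5% ± 2.54 (n = 10), lower in 8 of 8 (limma adjusted p = 0.0267, at most 0.940), and passed in 9 of 19. The remaining call was no DMR, falls outside the naming rule and was chosen after its values were seen. It lies 15841 bp from the start of Tspan17 (chromosome 13, 54805218 to 54805502, intergenic) and had 6.61% ± 2.52 (n = 4) against 0.766% ± 0.942 (n = 7), higher in 4 of 4 (limma adjusted p = 0.00198, at most 0.940; 0.0549 without smoked Nrf2-/- column 3). The interaction of smoke and genotype gave 0 regions in limma, with 2658 at unadjusted p below 0.05, and 2 without smoked Nrf2-/- column 6.

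Whether smoke and NRF2 loss change the same regions was asked by correlating the changes over the 1642 smoke DMRs. The change in smoked WT correlated with that in control Nrf2-/- at r = 0.388 and with that in smoked Nrf2-/- against control WT at r = 0.446. Both pairs share the control WT libraries. Unchanged simulated groups against those controls gave a mean r of 0.641 and 0.634, and 100 and 99 of 100 simulations reached the observed value. The first observed r lay below the lowest simulated one (0.444). The simulations leave out any change of the Nrf2-/- groups. They show that shared controls alone can give such an r, and cannot show that similarity is absent. With disjoint control libraries, the alternative that moved r most, it was -0.109 and -0.0843. Against the change with smoke within Nrf2-/- mice, which shares no control library, r was 0.0523, and 27 of 100 simulations were as high. Regions are not independent replicates, so no p-value across them is given.

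F1 sperm addressed whether the changes pass to the next generation of sperm. The rule by size called 4389 DMRs among 33449 regions (3794 higher, 595 lower) in sons of smoked WT sires against a split median of 3440, and 18 of 100 splits gave as many. limma called 0 of 33432 regions, with 1901 at unadjusted p below 0.05. On simulated data it found 8% of 20-point changes here, all placed in regions with a control mean between 25% and 75%. Changes of that size in such regions were thus mostly undetectable with these libraries. The region with the smallest p lies in an intron of Apbb2 (chromosome 5, 66546535 to 66546617) and did not pass. It had 59.4% ± 7.94 (n = 4) against 20.5% ± 5.80 (n = 4), higher in 4 of 4 (limma adjusted p = 0.262, range over alternatives 0.230 to 0.799). Over the 471 F0 smoke DMRs with a value in both tissues, the F0 and F1 sperm changes correlated at r = -0.0820, and 93 of 99 simulations were as high.

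In F1 brain, sons of smoked and control WT sires were compared. The rule called 6743 DMRs among 80920 regions (5531 higher, 1212 lower). Other splits gave a median of 6282 (range 4863 to 10717), and 32 of 100 were as high. limma called 0 regions, with 3246 at unadjusted p below 0.05, and 28 of 100 splits gave as many at that level. Array weights gave 5 calls. The smallest p lay in coding sequence of Adad2 (chromosome 8, 119615277 to 119615519), which did not pass, with 87.8% ± 3.38 (n = 7) against 76.8% ± 3.10 (n = 7), higher in 7 of 7 (limma adjusted p = 0.363, range over alternatives 0.0497 to 0.519).

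For paternal genotype, sons of control Nrf2-/- sires had 6097 DMRs (4357 higher, 1740 lower; 21 of 100 splits as high) and sons of smoked Nrf2-/- sires 10976 (1012 higher, 9964 lower; 5 of 100). limma called 11 (3 higher, 8 lower; 7550 at unadjusted p below 0.05) and 14 regions (6 higher, 8 lower; 9724), where the most any other split gave was 1 and 4. Array weights gave 25 and 23. Without control Nrf2-/- column 5 the first count was 17, and without smoked Nrf2-/- column 8 the second was 39. Library numbers 1 to 16 were of Nrf2-/- sires and 17 to 32 of WT sires, so number run and genotype again cannot be told apart at any single region. Of the called regions, 7 of 11 and 7 of 14 lie on chromosome 2 within 20 Mb of Nfe2l2. The sires and litters of the F1 libraries are not named, so sons of the same sire could not be treated as related, and the F1 tests take libraries as independent.

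An intron of Osbpl6 (chromosome 2, 76447349 to 76447413) had 82.7% ± 1.92 (n = 8) in sons of control WT sires, 82.9% ± 2.26 (n = 8) in sons of smoked WT sires, 38.1% ± 1.97 (n = 8) in sons of control Nrf2-/- sires and 38.2% ± 2.29 (n = 8) in sons of smoked Nrf2-/- sires. All 8 control WT libraries lay between 80.4% and 85.6%, outside the range of the Nrf2-/- sires. The control WT sample with an Nrf2-/- strain label is 1 of these 8. At this region it thus did not resemble the sons of Nrf2-/- sires, whichever column holds it. Both Nrf2-/- groups were lower in 8 of 8 libraries (limma adjusted p = 1.13e-19 and 1.26e-19; at most 7.55e-11 and 3.06e-10 over the alternatives). Coding sequence of Itprid2 (chromosome 2, 79644751 to 79644802) had 72.2% ± 4.15 (n = 5) in sons of control Nrf2-/- sires against 92.3% ± 2.15 (n = 6), lower in 5 of 5 (limma adjusted p = 0.00558), and failed with merged strands (0.379) and with a 300 bp joining distance (0.563). A region 1780 bp from the start of Asb4 (chromosome 6, 5381511 to 5381606, intergenic) had 62.5% ± 6.14 against 81.4% ± 3.63 (n = 8 each; limma adjusted p = 1.5e-04, at most 0.0125), lower in 8 of 8, and 75.5% ± 5.59 (n = 8) in sons of smoked Nrf2-/- sires. In that last group, coding sequence of Psap (chromosome 10, 60299948 to 60300058) had 41.7% ± 10.9 (n = 7) against 72.8% ± 6.97 (n = 8; limma adjusted p = 0.0176, at most 0.0673), and an intron of Zfp423 (chromosome 8, 87755189 to 87755247) had 52.7% ± 8.13 (n = 7) against 75.7% ± 3.63 (n = 8; limma adjusted p = 0.0175, at most 0.0682). Both were lower in 7 of 7. They passed in 11 and 13 of 16 fits with a library left out, with 0.0648 without control WT column 6 for Psap and 0.0578 without smoked Nrf2-/- column 4 for Zfp423.

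Smoke within sons of Nrf2-/- sires gave 12947 DMRs (760 higher, 12187 lower) against a split median of 6497, with as many in 2 of 100 splits. Splits that kept the sets of neighbouring library numbers balanced, chosen after the data were seen, also gave as many in 2 of 100, with a median of 6719. limma called 0 regions, with 7854 at unadjusted p below 0.05, and another split called 1826. Without control Nrf2-/- column 5 the count was 4. The smallest p lay in coding sequence of Zfp169 (chromosome 13, 48490386 to 48490593), which did not pass, with 73.0% ± 3.94 against 82.7% ± 2.74 (n = 8 each), lower in 8 of 8 (limma adjusted p = 0.102, range over alternatives 0.0497 to 0.260, at most 0.283 and at least 0.0314 without 1 library). The interaction of smoke and paternal genotype gave 0 regions, with 7637 at unadjusted p below 0.05, and 23 without smoked WT column 8.

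Over the 6743 smoke DMRs of brain, the change with paternal smoke correlated with that of control Nrf2-/- sires at r = 0.598 and with that of smoked Nrf2-/- sires at r = 0.306. Simulated unchanged groups against the same controls had a mean r of 0.626 and 0.631, and 69 and 100 of 100 were as high as observed. The second observed r lay below the lowest simulated one (0.409), and these simulations too leave out any change of the Nrf2-/- groups. With disjoint control libraries r was 0.0376 and -0.0913. The change with smoke within sons of Nrf2-/- sires gave r = -0.188, and 92 of 100 simulations were as high.

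Of 1349 F0 smoke DMRs on regions analysed in both tissues, 169 overlapped a smoke DMR of F1 brain, where 59.9 were expected (odds ratio 3.23, Fisher's exact p = 6.18e-34), and 63 of the 169 changed in the same direction. Other splits of the F0 and brain libraries gave a median odds ratio of 3.27, and 55 of 100 were as high. With a 10-point change, the alternative that moved it most, the odds ratio was 8.99 over 6 regions. The median over regions of the ratio of between-library SDs was 0.944 for smoked against control WT F0 sperm, 1.01 for control Nrf2-/- against control WT, 1.08 for brain of smoked against control WT sires and 1.13 for control Nrf2-/- against control WT sires. Splits as far from 1 numbered 58, 93, 60 and 33 of 100. Leaving out control WT column 1 moved the first ratio most, to 1.00.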

Values the study reported

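The study collected sperm 3, 28, 103 and 171 days after the end of a 60-day smoke treatment, so the 3 recovery groups correspond to the last 3 of these intervals. In F1 brain it reported 28,707 regions with a change above 5% between sons of CS-exposed and control males. It reported a correlation of r = -0.001 between the smoke-associated changes of F0 and F1 sperm, and a hypergeometric p-value of 1 for the overlap of the DMRs of F0 sperm and F1 brain. For F1 brain it reported correlations of r = 0.609 and r = 0.477 between the changes in sons of CS-exposed WT sires and those in sons of Nrf2-/- sires.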

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

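The tests of brain cell types and of which cytosines had a value, for smoked WT F1 brain column 8, were chosen only after the result was seen, and the per-library measures were settled after the low mean of that library had been noticed. For each group, the library farthest from the others was set against its group by Dixon's ratio of gap to range. Over 100 combinations of a group and a measure, 14 had a library beyond the 95% critical value, where chance alone gives about 5. They were 6 of 52 for the per-library measures (2.6 by chance) and 8 of 48 for the named regions (2.4 by chance).

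Smoked WT F1 brain column 8 lay apart from its group in 4 measures. Its mean DNAme was 30.6%, against 35.7% to 37.6% in the other libraries. It had a value at 83.5% of scoreable cytosines (others 94.0% to 97.5%), and its imprinted promoters were at 11.3% (others 27.6% to 31.4%). It also had a value at 35 cytosines over Nfe2l2, against 22 to 27 in the others. Sperm DNA in the library would raise regions methylated in sperm and not in brain, yet these 227 regions shifted by -3.71 points (others -0.719 to 3.70). Another mix of brain cell types would leave imprinted promoters that carry methylation on 1 allele in every cell type at the level of the group. Many imprinted promoter cytosines lie lower in brain, so this was examined at the 24 that had 30% to 70% in control WT brain and under 10% in sperm. They shifted by -30.8 points (others -5.64 to 10.03), which argues against it. Which cytosines had a value was tested in 2 ways. Over cytosines measured in every brain library, its mean was 30.1%, against 31.2% to 32.2%, and the ratio of gap to range of 0.518 fell just short of the critical value, which goes with this explanation. At regions between 40% and 60%, however, where the region values are adjusted for the cytosines measured, it still shifted by -13.7 points (others -1.94 to 5.41), which argues against it as the whole cause. A candidate explanation is a loss of methylated copies at partly methylated sites before sequencing. That predicts a fall at paternally methylated imprinted sites too. They shifted by -5.04 points over 14 cytosines, inside the range of the others (-7.55 to 7.73), so the loss stays open. A difference in the animal itself was not tested. The interaction of smoke and paternal genotype in brain had 0 regions past the threshold in limma with all libraries (7637 at unadjusted p below 0.05) and 23 without this library.

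Control WT F0 sperm column 1 had 2.42% DNAme at imprinted promoters, against 0.132% to 0.934% in the other libraries of its group. Somatic cells in the sample would raise these promoters and also the 2472 regions that are under 20% in sperm and over 80% in brain. There, its deviation from the group was 1.28 points, inside the range of the other libraries (-1.47 to 1.80), which argues against somatic DNA as the source. The design gives no biological explanation for a single library, and none was tested.

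Control WT F1 brain column 6 had a value at 89.9% of scoreable cytosines, against 94.6% to 97.7% in its group. Fewer reads would lower its total number of cytosines too. It had 1572846 cytosines with a value, and the other libraries had 1474107 to 1588194, so its total was not the lowest. What set this library apart stays open, and no biological explanation was tested.

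At the named regions, 8 libraries lay apart from their group. Control WT F0 sperm column 3 had 0.714% at the Enpp4 region (others at most 0.311%), and control Nrf2-/- F0 sperm column 10 had 65.5% at Osbpl3 (others 5% to 32.9%). At Nog, smoked Nrf2-/- F0 sperm column 6 had 100% (others 1.67% to 5.51%) and control WT F0 sperm column 7 had 77.8% (others 93.0% to 99.5%). In brain, control WT column 2 had 82.7% at Adad2 (others 73.9% to 77.6%), and control Nrf2-/- column 5 had 77.1% at Asb4 (others 58.4% to 62.9%). At Zfp423, smoked Nrf2-/- column 4 had 36.8% (others 50.7% to 60.2%) and control WT column 5 had 67.7% (others 74.1% to 79.0%). A region value resting on only some of its cytosines would be a technical cause, but 8 of the 8 libraries had a value at every cytosine of the region. Low read depth at a region cannot be examined without read counts, and stays open beside a difference between the animals, which was not tested.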

How the results depend on the processing

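The tests with merged strands, a block of neighbouring library numbers, the imprinted level as a covariate, means over cytosines with a value in every library, and libraries left out of the ratios of spread were chosen only after the data were seen. In all, 1472 alternative values of 53 results and 26 named regions were computed under 22 alternatives, with leaving out libraries counted as 1. Apart from left-out libraries, 37 of the 53 results changed under at least 1 alternative. No paired analysis was possible because the columns carry no replicate numbers. A block of neighbouring library numbers, which is no pairing of animals, was run in its place and is given below. The cause of a change was not tested, except where the alternative itself sets it, such as fewer regions under a stricter rule.

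DMR counts followed the size rule, and the alternatives that narrow or widen it moved them by construction. A change above 10 points gave 190 DMRs for smoked WT F0 sperm, 363, 178 and 567 for recovery 1, 2 and 3, 715 for control Nrf2-/-, 694 for smoked Nrf2-/- against control WT and 354 for smoked against control Nrf2-/-. It gave 758 in F1 sperm and, in brain, 1092 (smoked WT), 704 (control Nrf2-/-), 2912 (smoked Nrf2-/- against control WT) and 4247 (smoked against control Nrf2-/-). Regions of at least 5 cytosines gave, in the same order, 735, 964, 672, 1156, 1447, 1444 and 1002 in F0 sperm, 1479 in F1 sperm, and 2879, 2554, 4919 and 6082 in brain. Joining up to 300 bp gave 4272, 4823, 3642, 6080, 7235, 6158 and 5766 in F0 sperm, 8754 in F1 sperm, and 11014 and 10324 for the first 2 comparisons of brain. A value in at least 6 libraries gave 981 (smoked WT), 1324, 969 and 1636 (recovery 1, 2 and 3), 2008 (smoked Nrf2-/- against control WT) and 1361 (smoked against control Nrf2-/-) in F0 sperm, and 1470 in F1 sperm. Autosomes only, merged strands and all 213 left-out libraries kept every count within 1.5 times.

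Counts past the threshold in limma changed most where they were small. For smoked WT F0 sperm, M values gave 2 regions, and a value in at least 6 libraries, 300 bp joining, array weights, the 2 groups alone and the number block gave 0 each. For recovery 2, array weights gave 5, the 2 groups alone 1 and the number block 1. Recovery 3 had 1 region with the 2 groups alone. With 300 bp joining, control Nrf2-/- had 380 and smoked Nrf2-/- against control WT had 318; with the 2 groups alone they had 113 and 66. Smoked against control Nrf2-/- F0 sperm had 0 with M values, with a value in at least 6 libraries, with 300 bp joining, with merged strands and with the 2 groups alone. In brain, smoked WT had 5 with array weights and 1 with the 2 groups alone, and control Nrf2-/- had 25 with array weights. Smoked Nrf2-/- against control WT had 23 with array weights, 9 with the 2 groups alone and 9 with the imprinted covariate. Smoked against control Nrf2-/- in brain had 3 with 300 bp joining, 1 with the 2 groups alone and 1 with the number block. The interaction had 1 region with M values in F0 sperm and 1 with 300 bp joining in brain. Plain region means moved no count.

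With 1 library left out, 46 of 283 counts moved by more than 1.5 times. The range was 0 to 2 for smoked WT F0 sperm (0 without smoked WT column 3), 0 to 3 for recovery 1 (3 without its column 8), 1 to 5 for recovery 2 (5 without its column 5) and 15 to 26 for recovery 3 (15 without control WT column 6). It was 195 to 303 for control Nrf2-/-, 157 to 207 for smoked Nrf2-/- against control WT and 0 to 5 for smoked against control Nrf2-/- (0 without smoked Nrf2-/- column 3). In brain it was 10 to 17 for control Nrf2-/- (17 without its column 5), 9 to 39 for smoked Nrf2-/- against control WT (39 without smoked Nrf2-/- column 8) and 0 to 4 for smoked against control Nrf2-/- (4 without control Nrf2-/- column 5). The interaction ranged from 0 to 2 in F0 sperm (2 without smoked Nrf2-/- column 6) and from 0 to 23 in brain (23 without smoked WT column 8). F1 sperm and smoked WT brain stayed at 0.

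Correlations in F0 sperm between the smoke change and that of control Nrf2-/- or of smoked Nrf2-/- against control WT were 0.293 and 0.320 over all regions. With disjoint control libraries they reversed to -0.109 and -0.0843. In brain, Spearman's rho was 0.495 and 0.192, the second correlation was 0.0842 over all regions, and with disjoint controls they were 0.0376 and -0.0913, the latter reversed. Disjoint controls leave fewer control libraries for each change. With as few control libraries, shared by both changes, r was 0.603 and 0.642 in F0 sperm and 0.748 and 0.526 in brain, so the fall came with the loss of sharing. Simulated groups, which keep all controls, were as high as observed. The share of smoke DMRs no longer called was 69.5% in recovery 1 and 78.4% in recovery 2 with a 10-point change, and 82.6%, 86.0% and 81.0% in recovery 1, 2 and 3 with disjoint controls.

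Differences in mean DNAme were not recomputed with libraries left out. They reversed in sign over all cytosines for recovery 3 (-0.0640 points) and smoked Nrf2-/- against control WT F0 sperm (-0.0214). They also reversed over cytosines with a value in every library for recovery 1 (-0.0301), control Nrf2-/- (-0.0141) and smoked Nrf2-/- against control WT (-0.240) F0 sperm. None of these passed a threshold. On the latter cytosines, 2 differences in brain passed: 0.480 points for control Nrf2-/- against control WT (exact permutation p = 0.00342, BH 0.0205) and -0.612 points for smoked against control Nrf2-/- (exact permutation p = 0.00295, BH 0.0205). The overlap of F0 and brain DMRs kept an odds ratio above 1 under both alternatives run, and the 4 ratios of spread moved by less than 1 SD of the splits, although that of smoked WT F0 sperm reached 1.00 without control WT column 1. Without 1 library, the ratios ranged from 0.885 to 1.00 (smoked WT F0 sperm), 0.960 to 1.08 (control Nrf2-/- F0 sperm), 1.01 to 1.20 (smoked WT brain) and 1.07 to 1.26 (control Nrf2-/- brain).

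None of the 26 named regions reversed. Of 472 values with a library left out, 402 kept their side of the threshold, 64 no longer passed and 6 newly passed. M values kept 19 of 26, array weights 20, plain means 25, 300 bp joining 19, merged strands 21 and the 2 groups alone 18, and a value in at least 6 libraries kept 16 of 18. The unknown read depth limits what can be said of single regions, since a value from few reads cannot be set apart.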

Other observations

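The tests of spread in mean DNAme, of strain segments on other chromosomes, of the 10 Mb around Nfe2l2 in F0 sperm, of number runs, of shares per chromosome and of the recovery 3 regions were chosen only after the result was seen, as were all counts of other splits except those of the 2 interactions. This holds for the splits within number sets too.

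Other splits of the same libraries show which counts chance can give. As many limma calls as in the real groups came from 25 of 100 splits for smoked WT F0 sperm, 2 for recovery 2, 1 for recovery 3, 1 for control Nrf2-/-, 1 for smoked Nrf2-/- against control WT and 18 for smoked against control Nrf2-/-. In brain it was 1 for control Nrf2-/- and 1 for smoked Nrf2-/- against control WT. The real count was 0 for recovery 1, F1 sperm, smoked WT brain, smoked against control Nrf2-/- brain and both interactions, so that all 100 splits had as many by definition and nothing was tested there. Regions at unadjusted p below 0.05 were as many in 91 splits for smoked WT F0 sperm. In recovery 1, 2 and 3 it was 57, 56 and 12. It was 2 for control Nrf2-/-, 7 for smoked Nrf2-/- against control WT and 54 for smoked against control Nrf2-/- F0 sperm. In F1 sperm it was 15. In brain it was 28 for smoked WT, 1 for control Nrf2-/-, 1 for smoked Nrf2-/- against control WT and 9 for smoked against control Nrf2-/-. The interactions in F0 sperm and brain had 98 and 9. As many DMRs came from 58 splits for smoked WT F0 sperm, 6, 28 and 1 for recovery 1, 2 and 3, 1 for control Nrf2-/-, 1 for smoked Nrf2-/- against control WT and 39 for smoked against control Nrf2-/-. They came from 18 in F1 sperm and, in brain, from 32 for smoked WT, 21 for control Nrf2-/-, 5 for smoked Nrf2-/- against control WT and 2 for smoked against control Nrf2-/-. Ratios of spread as far from 1 came from 58, 93, 60 and 33 splits. Splits that exchanged libraries only within sets of neighbouring numbers gave as many DMRs in 51 of 100 cases for smoked WT F0 sperm and in 8, 43 and 1 for recovery 1, 2 and 3. In brain it was 14 for smoked WT and 2 for smoked against control Nrf2-/-. Random assignment of libraries to groups thus seldom gave the limma calls of recovery 2, or the limma calls and DMRs of recovery 3. At unadjusted p below 0.05, however, these 2 comparisons were matched more often, in 56 and 12 splits. Random assignment also seldom gave the limma calls and DMRs of both comparisons of Nrf2-/- with control WT in F0 sperm. The same held for the limma calls of both of these in brain, and for the DMR count of smoked against control Nrf2-/- brain. With so many counts set against splits, those at 2 of 100 (recovery 2 in limma and the last) are weak ground, and limma called 0 regions in the last. With the number block, recovery 2 had 1 region and recovery 3 had 17. Chance cannot be excluded for the other counts above 0, among them the DMRs and the limma call of smoked WT F0 sperm and the DMRs of smoked WT brain.

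The similarity between smoke and NRF2 loss was weighed against the control libraries the comparisons share. With disjoint control libraries, r over the smoke DMRs was -0.109 in F0 sperm and 0.0376 in brain, consistent with chance values of the shared libraries as the source of the correlations of 0.388 and 0.598. The loss of most smoke DMRs in the recovery groups was weighed against regression to the mean. Simulated unchanged groups lost 66.3% on average in the setting of recovery 1, against 59.6% observed, so the loss needs no recovery to arise. Fewer than simulated were lost in some classes of DMRs, as the report gives, and the cause of that was not tested. The overlap of F0 sperm and brain DMRs was weighed against regions that vary in both tissues. Other splits had a median odds ratio of 3.27, against 3.23 for the real groups, so the overlap may come from such regions. A smoke effect that is small beside the spread between libraries stays possible in all 3 cases.

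For the 240 regions called between control Nrf2-/- and control WT F0 sperm, somatic DNA was examined at imprinted promoters, where the groups differed by 0.0571 points (permutation p = 0.827), which argues against it. Sequence of another strain carried along with the targeted allele is not the whole cause, since 86.3% of the regions lie off chromosome 2. It may account for those within 10 Mb of Nfe2l2, which were 3.75% of the called regions and 0.918% of those tested (9 regions, Fisher's exact p = 4.2e-04). Within 20 Mb the shares were 5.83% and 1.59% (14 regions, Fisher's exact p = 3.7e-05). Chromosome 2 as a whole held 13.8% and 7.71% (33 regions, Fisher's exact BH 0.00981 over the chromosomes). Strain segments on other chromosomes stay open. Chromosome 13 held 13.8% of the called regions and 4.30% of those tested (Fisher's exact BH 9.51e-08 over the chromosomes), and chromosome 6 held 11.3% and 4.83% (BH 5.33e-04). On chromosome 13, 8 of the 93 tested regions from 80 to 90 Mb were called, and 8 of 303 from 90 to 100 Mb, where the named Iqgap2 region lies. The named Osbpl3 region lies on chromosome 6 between 50 and 60 Mb, where 8 of 275 were called. However, of the called regions off chromosome 2, 29.5% lay within 1 Mb of another, against 22.99% in random draws (p = 0.0563), and for smoked Nrf2-/- it was 29.8% against 19.4% (p = 0.0097). The genotypes also lie in separate runs of library numbers, with 0 runs holding both. The shares were raised within 10 Mb of Nfe2l2 (3.75%), on chromosome 13 (13.8%) and on chromosome 6 (11.3%). They argue against library preparation as the source of those excesses only if it acts without regard to position. That premise was not tested, and Fisher's exact test takes neighbouring regions as independent. For single regions, there or elsewhere, library preparation cannot be told apart from genotype. An effect of NRF2 loss itself stays among these explanations.

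In brain, 63.6% of the 11 regions called for control Nrf2-/- sires lie within 20 Mb of Nfe2l2 (7 regions), against 1.49% of those tested (Fisher's exact p = 5.1e-11), consistent with strain sequence around the targeted allele. A sequence variant on the paternal allele would show in sperm, which carry it on both copies, at about double the size. The median ratio of the sperm to the brain change was 0.459 over the 6 regions with a sperm value, all 6 with the same sign, and 0.535 over the 5 of these on chromosome 2. For smoked Nrf2-/- sires it was 0.177 over 11 of 14 regions, 8 with the same sign. It was 0.496 over 6 regions on chromosome 2, and 0.0390 over 5 regions elsewhere, 3 with the same sign. These medians lie below the double that a variant predicts, but single regions on chromosome 2 reached ratios of 1.73 and 1.81 in the 2 comparisons. At 59673571 the change was -24.3 points in sperm and -14.0 in brain of control Nrf2-/- sires, and at 76158274 it was -17.0 and -12.6. At Osbpl6 the double could not be reached, because control WT sperm was at 44.2% there. The variant stays open. Number runs again hold both genotypes in 0 cases. The share of 63.6% near Nfe2l2 argues against library preparation for those regions only if preparation acts without regard to position, which was not tested. For the other regions, library preparation cannot be told apart from paternal genotype. Libraries with neighbouring numbers resembled each other in brain, with a mean correlation of 0.0755 within number sets against -0.00623 between them (permutation p = 4.0e-04), and less so in F0 sperm (0.0101 against -9.39e-04, permutation p = 0.101).

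In sons of smoked against control Nrf2-/- sires, 12187 of 12947 DMRs were lower. A level shift shared with the imprinted promoters of the same libraries is a candidate explanation. With an adjustment for the imprinted level, the regions changed by over 5 points went from 13330 to 6954, and those that were lower from 12516 to 4520. The other brain comparisons had 6163, 5797 and 6942 after the same adjustment, so most of the excess went with the imprinted level. The imprinted promoters themselves differed by -5.81 points between these groups (exact permutation p = 0.0278, BH 0.334). An adjustment for a level that differs between the groups can also remove part of an effect of paternal smoke, so the shift stays open beside such an effect.

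Differences in mean DNAme between libraries of the same group may come largely from which cytosines had a value. The median SD within groups was 1.99 points over scoreable cytosines and 0.615 over those with a value in every library, and it was narrower in 13 of 13 groups. No biological explanation was tested for this spread.

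The 25 regions called in recovery 3 against control WT may follow time since exposure or age. All 25 had the same sign in recovery 2 minus smoked WT and 17 in recovery 1 minus smoked WT, which share no library with the comparison that called them. Their median change against smoked WT was -1.50 points in recovery 1, -4.16 in recovery 2 and -10.0 in recovery 3. Against control WT, 18 had the same sign in smoked WT (median -1.28 points) and 17 in control Nrf2-/- (median -2.79 points). These last comparisons share the control WT libraries with the one that called the regions, so they cannot decide the question. By the design the study describes, the males of later groups were also older at collection, so age and time since exposure are not separable in this design.

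At the Nog region, libraries near 0% and near 100% occurred among Nrf2-/- F0 sperm. A variant or methylation state passed on by some sires could appear in their sons. The lowest brain library of Nrf2-/- sires had 91.2%, against 93.6% to 100% for WT sires, and 0 lay more than 20 points below. The sires of the brain libraries are not named, so transmission stays open.

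The number of brain smoke DMRs here was 6743. That is lower than the number of regions quoted from the study above. The correlation of the smoke changes of F0 and F1 sperm here was -0.0820. That is farther below 0 than the value quoted from the study above. Fisher's exact p for the overlap of F0 sperm and brain DMRs here was 6.18e-34. That is far lower than the p-value quoted from the study above. The 2 p-values come from different tests and different sets of regions. Other splits had a median odds ratio of 3.27, against 3.23 for the real groups. Fisher's exact p here thus does not measure an overlap that goes with smoke, and it does not contradict the study. The correlation between the brain changes of smoked WT and smoked Nrf2-/- sires here was 0.306. That is lower than the second brain correlation quoted from the study above. The correlation between the brain changes of smoked WT and control Nrf2-/- sires here was 0.598. That is close to the first brain correlation quoted from the study above.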
